# Morphometric, Hemodynamic, and Multi-Omics Analyses in Heart Failure Rats with Preserved Ejection Fraction

**DOI:** 10.3390/ijms21093362

**Published:** 2020-05-09

**Authors:** Wenxi Zhang, Huan Zhang, Weijuan Yao, Li Li, Pei Niu, Yunlong Huo, Wenchang Tan

**Keywords:** heart failure with preserved ejection fraction, speckle tracking echocardiography, left ventricular hypertension, myocardial remodeling, multi-omics analysis

## Abstract

(1) Background: There are no successive treatments for heart failure with preserved ejection fraction (HFpEF) because of complex interactions between environmental, histological, and genetic risk factors. The objective of the study is to investigate changes in cardiomyocytes and molecular networks associated with HFpEF. (2) Methods: Dahl salt-sensitive (DSS) rats developed HFpEF when fed with a high-salt (HS) diet for 7 weeks, which was confirmed by in vivo and ex vivo measurements. Shotgun proteomics, microarray, Western blot, and quantitative RT-PCR analyses were further carried out to investigate cellular and molecular mechanisms. (3) Results: Rats with HFpEF showed diastolic dysfunction, impaired systolic function, and prolonged repolarization of myocytes, owing to an increase in cell size and apoptosis of myocytes. Heatmap of multi-omics further showed significant differences between rats with HFpEF and controls. Gene Set Enrichment Analysis (GSEA) of multi-omics revealed genetic risk factors involved in cardiac muscle contraction, proteasome, B cell receptor signaling, and p53 signaling pathway. Gene Ontology (GO) analysis of multi-omics showed the inflammatory response and mitochondrial fission as top biological processes that may deteriorate myocyte stiffening. GO analysis of protein-to-protein network indicated cytoskeleton protein, cell fraction, enzyme binding, and ATP binding as the top enriched molecular functions. Western blot validated upregulated Mff and Itga9 and downregulated Map1lc3a in the HS group, which likely contributed to accumulation of aberrant mitochondria to increase ROS and elevation of myocyte stiffness, and subsequent contractile dysfunction and myocardial apoptosis. (4) Conclusions: Multi-omics analysis revealed multiple pathways associated with HFpEF. This study shows insight into molecular mechanisms for the development of HFpEF and may provide potential targets for the treatment of HFpEF.

## 1. Introduction

The prevalence of heart failure (HF) with preserved ejection fraction (HFpEF), whose morbidity, mortality, and healthcare costs are similar to HF with reduced EF (HFrEF), is rising throughout the world [1,2]. The diastolic left ventricular (LV) dysfunction seen in HFpEF is mainly characterized by slow LV relaxation and elevated diastolic LV stiffness [3]. Despite impairment of regional systolic functions, global preservation of systolic function has been shown in several studies [4,5,6]. Abnormal ventricular–arterial coupling, pulmonary hypertension, renal insufficiency, vascular dysfunction, and skeletal muscle abnormalities also occur in patients with HFpEF [2,7]. These pathophysiological changes are associated with many determinants including extracellular matrix abnormalities, oxidative balance, myocyte stiffness, inflammation, altered myocardial energetics, and so on [1,2]. Although substantial molecular pathways lead to these changes in organ and tissue levels [8], there is still lack of successful treatments for HFpEF given the complexity of molecular networks. As a logical starting point, one aim of the study is to investigate the molecular networks related to cardiac abnormalities in HFpEF based on a multi-omics analysis.

Dahl salt-sensitive (DSS) rat model is a mutant strain of Sprague–Dawley rats characterized by hypersensitivity to sodium intake [9]. This model easily develops HFpEF when placed on a high-salt (HS) diet and is suitable for the study of molecular pathways and mechanisms in HFpEF, albeit it only represents some patients suffering from salt-sensitive hypertension [10,11]. In previous studies, increased oxidative stress and ROS production were observed in various organs including the kidney [12,13], heart [14,15], and blood vessels [16] in DSS. Excess ROS may contribute to impairment of LV diastolic function through Ca^2+^-handling proteins [17]. Considerable attention was paid to the attenuation of hypertension by antioxidant interventions in DSS. Cilnidipine could attenuate the overload-induced increases in ROS levels and contribute to the greater amelioration of LV diastolic dysfunction in the heart of DSS [18]. Hydrogen sulfide could improve aortic structural remodeling and reduce high salt-induced renal injury in DSS [19]. High-salt diet increased cerebrospinal fluid (CSF) and caused sympathetic hyperactivity and hypertension [20,21]. A chronic increase in CSF by high-salt diet in DSS increases hypothalamic tissue aldosterone and endogenous ouabain [22,23].

This study carried out morphological, hemodynamic, electrocardiogram, and multi-omics analyses on the heart tissues of DSS rats fed with a HS diet as compared with the control DSS rats, which were placed on a low-salt (LS) diet. We found that HS-fed DSS rats developed HFpEF, characterized by diastolic dysfunction, impaired systolic function, and prolonged repolarization of myocytes. The multi-omics analyses revealed multiple pathways that may be strongly associated with HFpEF, such as cardiac muscle contraction, inflammatory response, mitochondrial fission, and cytoskeleton protein. Western blot and real-time PCR were performed to validate the dysregulation of several genes, such as Mff, Map11c3a, Integrin α9, Plcb2, Diaph3, Btk, Tlk7, and so on. The significance and implications of our study could improve our understanding of the molecular mechanisms for the development of HFpEF and may provide potential targets for the treatment of HFpEF.

## 2. Results

### 2.1. Development of HFpEF in HS-Fed Rats

DSS rats 7 weeks old were fed with HS or LS diet for 7 weeks. Their heart functions were evaluated by echocardiogram, electrocardiogram (ECG), and hemodynamics (Figure 1A). The values of EF (%), E/A, and E/E’ in HS and LS groups were obtained at 7 weeks (baseline) and 14 weeks. Data showed that EF was preserved in both groups (Figure 1B). The E/A and E/E’ ratios were equivalent in the two groups at baseline (Figure 1C and 1D). No change was found in E/A and E/E’ ratios at 14 weeks in the LS-fed group. However, in the HS-fed group, E/A ratio was significantly decreased (0.96 ± 0.05 in HS vs. 1.35 ± 0.06 in LS, *p* < 0.001), while E/E’ ratio (23.05 ± 0.85 in HS vs. 19.25 ± 1.26 in LS, *p* < 0.05) was significantly increased at 14 weeks (Figure 1D). Diastolic dysfunction was defined as either E/A ratio < 1.29 or E/E’ > 20.51 according to the 95% distribution values of E/A and E/E’ of 10 LS-fed rats at 14 weeks of age. HS-fed rats were verified to have developed diastolic dysfunction. These rats also showed signs of HF such as weakness and decreased activity and so were classified to have HFpEF. Moreover, Figure 2A–D shows representative images of radial strain curves in free wall (FW) and interventricular septum (IVS) in LS-fed and HS-fed rat hearts. Figure 2E,F shows peak radial strains in FW and IVS, while Figure 2G–J shows peak longitudinal strains on endocardium (endo) and epicardium (epi) of FW and IVS. Data showed that HS-feeding resulted in a decrease of peak radial (FW: 29.79 ± 3.49 in HS vs. 33.94 ± 2.61 in LS, *p* = 0.39; IVS: 31.77 ± 1.89 in HS vs. 41.52 ± 3.57 in LS, *p* < 0.05) and longitudinal strains in the LV except for the epicardium of IVS (FW endo: −21.75 ± 1.18 in HS vs. −28.19 ± 1.12 in LS, *p* < 0.01; IVS endo: −16.58 ± 0.87 in HS vs. −21.77 ± 1.11 in LS, *p* < 0.01; FW epi: −8.69 ± 0.65 in HS vs. −13.49 ± 0.69 in LS, *p* < 0.0001; IVS epi: −6.93 ± 0.72 in HS vs. −5.92 ± 0.72 in LS, *p* = 0.35), which indicates severely impaired systolic contractile function. Table 1 lists morphometric differences between the two groups at the age of 14 weeks. HS feeding increased ratios of heart, lung, and kidney weights to BW and the LV end systolic and end diastolic diameters, which reveals myocardial hypertrophy, pulmonary congestion, and kidney impairment.

### 2.2. ECG Analyses in Control and HFpEF Rats 

Similar values of QRS width and PR interval between the two groups demonstrated no conduction delays in HS-fed rat hearts (Figure 3A,B). A significant increase of QT interval (100.8 ± 2.96, in HS vs. 88.0 ± 2.27 in LS, *p* < 0.01) and QTc interval (235.7 ± 6.81 in HS vs. 207.3 ± 3.60 in LS, *p* < 0.01) (i.e., the time from the onset of ventricular depolarization to the completion of repolarization) depicts the prolonged repolarization in HS-fed rat hearts (Figure 3C,D). 

### 2.3. Hemodynamic Analysis

Hemodynamic analysis showed the increased LV end diastolic pressure (LVEDP) (11.14 ± 2.03 mmHg in HS vs. 3.72 ± 0.38 mmHg in LS), decreased dP/dt max (7010 ± 941 mmHg/s in HS vs. 9895± 833 mmHg/s in LS), decreased absolute value of dP/dt min (5051 ± 489 mmHg/s in HS vs. 6890 ± 528 mmHg/s in LS), and elongated Tau value (15.21 ± 2.05 ms in HS vs. 9.40 ± 0.71 ms in LS) in HS-fed rat hearts as listed in Table 2. Aortic blood pressure was also elevated significantly including arterial systolic pressure (ASP) (184.6 ± 6.8 mmHg in HS vs. 160.5 ± 7.9 mmHg in LS), arterial diastolic pressure (ADP) (128.2 ± 4.4 mmHg in HS vs. 106.5 ± 7.7 mmHg in LS), and mean arterial pressure (MAP) (147.0 ± 4.9 mmHg in HS vs. 124.5 ± 6.9 mmHg in LS) as listed in Table 2. Dahl salt-sensitive rats fed the HS diet developed hypertension at 14 weeks of age. The mRNA levels of two hypertrophic genes, BNP and TIMP1, were found markedly elevated in HS-fed rats (Supplementary Table S2). All these pathophysiological changes as shown in Figure 1, Figure 2 and Figure 3 and Table 1 and Table 2 verified the occurrence of HFpEF in HS-fed DSS rat hearts.

### 2.4. Histological Evaluation

Figure 4A,B shows representative images of myocytes stained by Wheat Germ Agglutinin (WGA) and terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) in HS and LS groups at the age of 14 weeks. The corresponding statistical results are presented in Figure 4C,D. The statistical analysis revealed that HS feeding led to a larger size of myocytes (587 ± 25.64 μm^2^ in HS vs. 381.4 ± 20.2 μm^2^ in LS, *p* < 0.001) as well as a significant increase of myocyte apoptosis rate (0.18 ± 0.022 in HS vs. 0.073 ± 0.0095 in LS, *p* < 0.01).

### 2.5. Proteomic Study and Western Blot

Shotgun proteomic analysis obtained 21 significantly downregulated and 59 significantly upregulated proteins from a total of 3701 proteins in the HS group as compared with the LS group. Figure 5A shows a heatmap of the proteome, where hierarchical clustering of samples (columns) and proteins (rows) is based on Pearson’s correlation coefficient to measure the distance and the mean to cluster the samples. There was significant difference of proteomes between HS-fed and LS-fed rat hearts (Figure S1). Figure 5B shows Gene Ontology (GO) analysis on the 80 differentially expressed proteins using DAVID Bioinformatics Resources 6.8, which identified mitochondrial fission and organelle fission as the top upregulated biological processes, and microtubule binding and GTPase activity as the top upregulated molecular functions, while prostaglandin-endoperoxide synthase (COX) and regulation of blood pressure were the top downregulated biological processes. Figure 6A,B shows GO analysis of a gene network constructed from the 80 differentially expressed proteins using the BinGO plugin (Figure S2). We found that HFpEF was highly correlated with molecular functions (e.g., cytoskeleton protein binding, enzyme binding, nucleotide binding, ribonucleotide binding, and ATP binding) as well as multiple cellular components (e.g., cell fraction, insoluble fraction, membrane fraction, intracellular organelle, and cytoskeleton). Gene Set Enrichment Analysis (GSEA) detects more biology-driven gene sets of canonical pathways from the molecular signature database (MSigDB). As shown in Figure 5C and Supplementary Table S3, gene sets that were significantly downregulated in the HS group at *p*-value < 0.01 and false discovery rate (FDR) < 0.05 included complement and coagulation cascades, cardiac muscle contraction, spliceosome, and so on, while upregulated gene sets were fructose and mannose metabolism and proteasome. To validate the proteomic data, three differentially expressed proteins, Integrin α9 (Itga9), Mff, and Map11c3a, which play important roles in regulating cytoskeleton and mitochondrial function, were chosen, and their expression was detected by Western blot. Results showed significant up-regulation of Mff and Integrin α9 and down-regulation of Map1lc3a in rat hearts of HFpEF in comparison with the controls, as shown in Figure 6C,D.

### 2.6. Microarray Study and Quantitative Polymerase Chain Reaction

The microarray analysis obtained 465 significantly downregulated and 142 significantly upregulated genes from a total of genes in the HS group as compared with the LS group. 

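Heart RNA of 3 DSS rats (Dahl salt-sensitive rats, in which salt raises blood pressure) of the HS group and 3 of the LS group was labelled with 1 dye and hybridized to 6 whole-genome rat oligonucleotide arrays, 1 array per sample. The HS diet held 8% NaCl and the LS diet 0.3%, and both were fed for 7 weeks from the age of 7 weeks. The authors deposited the scanner output of each array, with a background-subtracted signal intensity per spot that was not normalized between arrays, and a table of log2 values that were quantile normalized over the 6 arrays. Each array carried 42877 spots other than controls, for 30367 probes, and no spot was saturated. The 75th percentile of the signal was 780, 642 and 527 in HS samples 1, 2 and 3, and 790, 914 and 720 in LS samples 1, 2 and 3. The share of probes well above background was 81.3%, 81.0% and 74.8% in the HS samples and 84.2%, 83.7% and 86.4% in the LS samples. All 3 HS arrays lay on 1 slide and all 3 LS arrays on another, so slide and diet cannot be told apart. The signal was taken to log2 and each array's 75th percentile was subtracted, a common level of 9.49 was added back, and spots with an outlier flag were left out. A gene was tested when its probe was well above background on at least 3 of the 6 arrays, with the probe of the highest mean signal standing for the gene. This left 22623 genes and unnamed transcripts, of which 13106 had a symbol through their RefSeq accession. Groups were compared with limma's moderated test on the log2 scale, with Benjamini-Hochberg adjustment. With 3 samples per group, the number of arrays limits the precision, and a permutation test of a single gene cannot go below p = 0.1.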

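At the threshold in the methods, an unadjusted p under 0.05 and an absolute log2 fold change over 1, 70 genes were higher and 2076 were lower in the HS group than in the LS group. After adjustment, limma gave 1267 genes at an adjusted p under 0.05, of which 19 were higher and 1248 lower. This count depended on the setting, at 158 with quantile normalization, 0 without LS replicate 1 and 3666 with array weights. The groups did not overlap in 6827 of the 22623 genes, or 30.2%, where chance gives 10%. The median log2 fold change of all tested genes was -0.22, and the shift was uneven, at -0.67 in the 2263 dimmest genes and -0.16 in the 2263 brightest. Of the 2076 lower genes, 85.5% came from the dimmer 50% of genes. Of the alternatives over all 6 arrays, a normexp background correction, chosen after the data were seen, moved the lower count most, to 166, with 148 higher. This correction added 50 to each signal before log2, which shrinks changes in dim genes. Under it HS sample 1 stood apart, with an r of 0.895 to 0.908 with every other array. The higher count changed by the largest number with quantile normalization and by the largest ratio with limma's treat test against a log2 fold change of 1, which left 7 genes. With quantile normalization, 330 genes were higher and 878 lower, so that 27.3% of the called genes were higher in place of 3.26%, and the median log2 fold change was 0.04. Of the 2076 genes, 874 were also called lower under quantile normalization, and all 70 higher genes were also called. Among named genes detected on all 6 arrays, the largest falls were in Lancl3, with a log2 fold change of -5.51 (standard error 0.27, limma adjusted p = 0.00401), and F2rl3, with -3.87 (standard error 0.36, limma adjusted p = 0.0104). Under the normexp correction they were -1.48 and -0.37, and both fell short of the threshold. The largest rise, of 3.29 in Cfap95, came with a standard error of 1.14 and a limma adjusted p of 0.151.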

Figure 7A and Figure S1 show heatmap analysis of the transcriptome demonstrating significant differences between HS-fed and LS-fed rat hearts. 

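Over the 22623 tested genes, Pearson's r across genes, which are not independent replicates, lay between 0.949 and 0.985 for the 15 pairs of arrays. The mean r was 0.973 over the 6 pairs within a diet group and 0.965 over the 9 pairs between groups. The difference was 0.0084, against an SD of 0.0094 over the 6 pairs within a group. None of those 6 pairs lay at the same position on its slide, whereas 3 of the 9 pairs between groups did, HS sample 1 and LS sample 2 among them. The mean r was 0.972 over these 3 pairs and 0.961 over the 6 pairs between groups at different positions, so that the difference over pairs at different positions, a comparison chosen after the data were seen, was 0.0121. Deviations from the group means correlated at 0.58, 0.31 and 0.23 for the 3 pairs of arrays at the same position. For the 6 pairs between groups at different positions, the deviations correlated at -0.55 to 0.45. The r of HS sample 1 with LS sample 2 was 0.975, above its r with either of the other HS samples. Average-linkage clustering of all tested genes into 2 clusters joined HS sample 1 with LS sample 2 and set the other 4 arrays together. Over the 2146 genes past the threshold, which were chosen for their difference between the diets, the 2 clusters were the HS and the LS group. The first principal component held 45.2% of the variance and the second 30.3%. On the first, HS samples 1, 2 and 3 lay at -91.7, -20.9 and -21.1. All were below LS samples 1, 2 and 3, at 67.9, -2.68 and 68.5. On the second the groups overlapped, with HS sample 1 at 35.0, above LS sample 1 at 15.7.

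**Figure D1:**
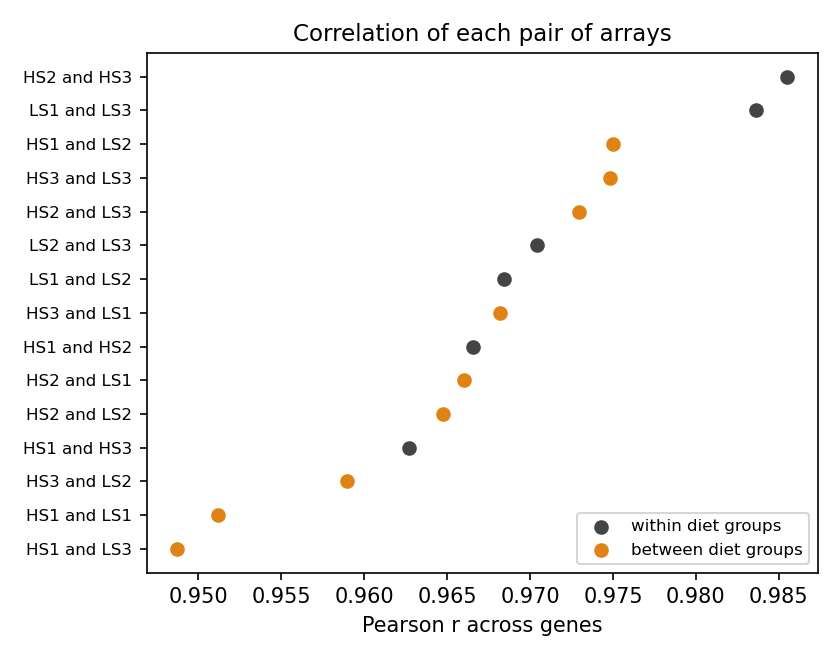
Pearson r across the tested genes for each of the 15 pairs of arrays, with the pairs on the vertical axis in order of r. Points are coloured by whether both arrays come from 1 diet group, and the pair of HS sample 1 and LS sample 2, at 0.975, lies above 4 of the 6 pairs within a group.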

Figure 7B shows GO analysis of the 607 differential expression microarrays using the DAVID Bioinformatics Resources 6.8, which identified inflammatory response, innate immune response, and regulation of immune response as the top upregulated biological processes, and G protein-coupled receptors as the top downregulated biological process. 

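The enriched terms were represented by gene lists written by hand, which are not the DAVID terms, and were tested with limma's camera, which compares a list with all other tested genes. The inflammatory response list (97 genes tested) had a median log2 fold change of 0.22, with 59 genes above 0, and a camera adjusted p of 1.0e-07. The innate immune response list (83 genes) had a median of 0.21 and a camera adjusted p of 2.2e-10. The list for regulation of immune response (61 genes) had a median of -0.05 and a mean of -0.09, yet camera placed it above the other genes, whose median was lower still, with an adjusted p of 0.0044. Relative to genes of the same mean signal, the medians of these lists were higher by 0.41, 0.36 and 0.22. Under the fry test and under camera with a correlation estimated for each list, none of the 3 immune lists passed an adjusted p of 0.05. Among G protein-coupled receptors, the sensory receptor genes (680 tested, mostly olfactory, vomeronasal and taste receptors) had a median of -0.91, with 35 genes above 0 and a camera adjusted p of 8.3e-22. They made up 12.6% of the 2076 lower genes and 3.01% of all tested genes (Fisher's exact test, odds ratio 6.95, p = 2.1e-99), a test that treats genes as independent. Fry also placed them lower, with an adjusted p of 0.0124, and the estimated correlation did not. With the normexp correction, whose offset shrinks changes in dim genes, the share was 0.602%. Camera then placed the list above the other genes, but not without HS sample 1 (adjusted p 0.762, lower), where the share was 1.05%. The list of 178 other G protein-coupled receptors had a median of -0.37 and a camera adjusted p of 0.401, while fry placed it lower, with an adjusted p of 0.0444. With the normexp correction camera placed it higher, with an adjusted p of 0.00173, or 0.101 without HS sample 1. The calcium transport list (62 genes) and the potassium channel list (78 genes) had camera adjusted p values of 0.245 and 0.401, and fry values of 0.192 and 0.0377, the latter lower.

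**Figure D2:**
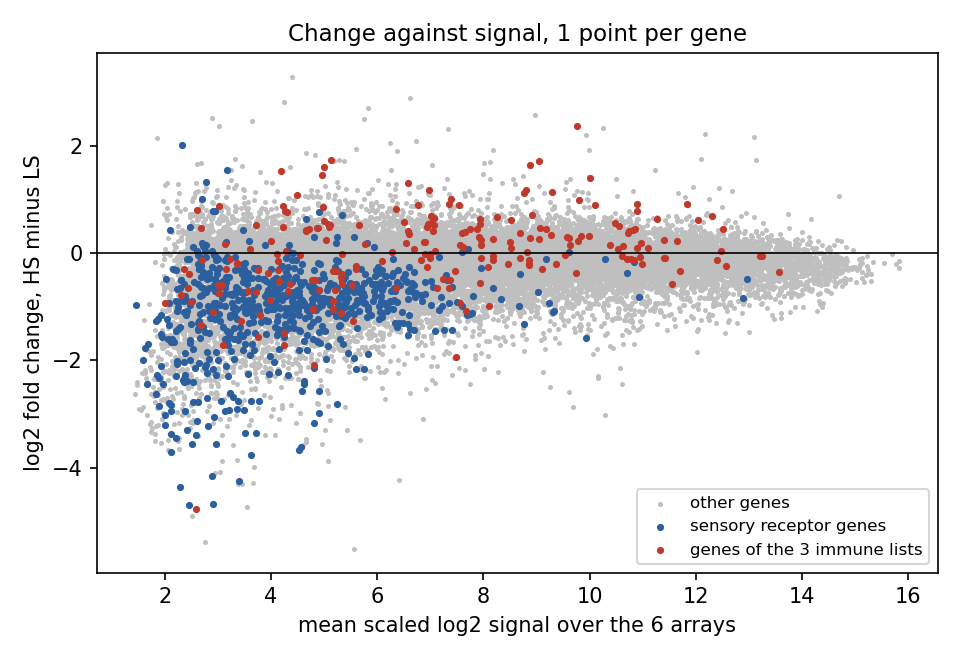
Log2 fold change (HS minus LS) of each tested gene against its mean scaled log2 signal over the 6 arrays. Sensory receptor genes are in blue, with a median of -0.91, the genes of the 3 immune lists in red, with a median of 0.08, and other genes in grey.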

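Btk, Tlr7 and Plcb2 were 3 genes with a probe matched by accession, each well above background on all 6 arrays. The scaled log2 signal of Btk was 4.67 ± 0.58 (SD, n = 3) in the HS group and 3.80 ± 0.13 (SD, n = 3) in the LS group, a log2 fold change of 0.87 with a standard error of 0.31 and a limma adjusted p of 0.158. Tlr7 had 5.79 ± 0.67 (SD, n = 3) in the HS group and 4.19 ± 0.32 (SD, n = 3) in the LS group, a log2 fold change of 1.60 with a standard error of 0.37 and a limma adjusted p of 0.0597. For Plcb2, the values were 3.55 ± 0.19 (SD, n = 3) and 2.65 ± 0.11 (SD, n = 3), a log2 fold change of 0.90 with a standard error of 0.17 and a limma adjusted p of 0.0409. In each of these genes every HS sample lay above every LS sample. Relative to the median of all tested genes, the changes were 1.09 for Btk, 1.82 for Tlr7 and 1.12 for Plcb2. Tlr7 passed a log2 fold change of 1 with every setting tried, whereas Btk and Plcb2 passed it with quantile normalization, at 1.37 and 1.50. Of the 6 genes that the paper names from its arrays and that had a probe here, 4 had an adjusted p under 0.05 when adjusted over the list alone, and 1 over all tested genes. The paper chose these genes on the same samples, so the first count is not independent evidence. Diaph3 had no probe matched by accession and was not analysed here.

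**Figure D3:**
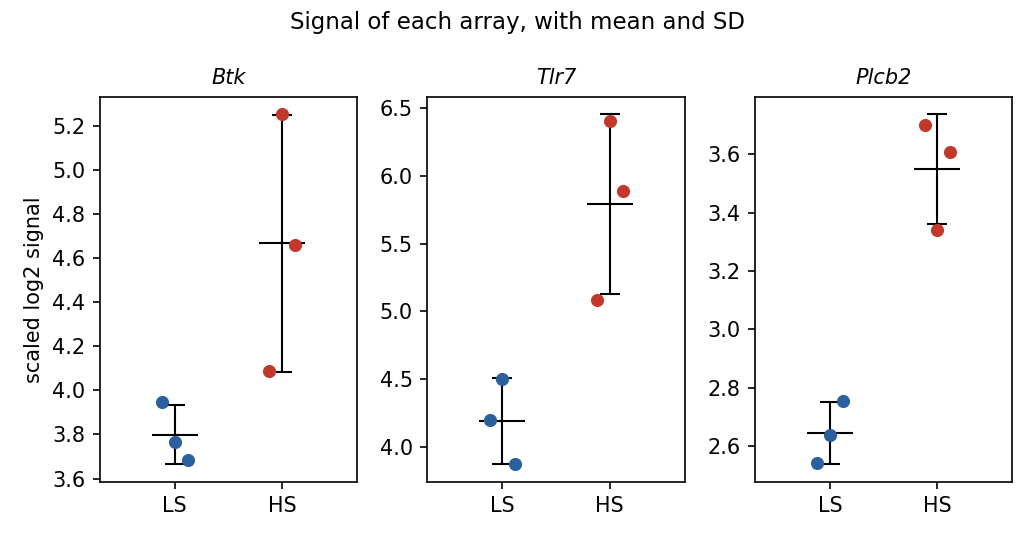
Scaled log2 signal of Btk, Tlr7 and Plcb2 on each array, with 1 point per sample and the mean and SD of the 3 samples of each group in black. The vertical axes do not start at 0 and differ between genes, and the HS samples lie above the LS samples in all 3.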

Among the dysregulated genes, Btk, Tlr7, Plcb2, and Diaph3 play an important role in B-cell development, pathogen recognition and activation of innate immunity, intracellular transduction of many extracellular signals, and regulation of cell movement and adhesion. Their expression levels were verified by real-time PCR. Btk, Tlr7, and Plcb2 were significantly up-regulated, and Diaph3 was down-regulated in rat hearts of HFpEF compared with the controls (Figure 7C). Moreover, anti-apoptotic factor Bcl2l10 was significantly downregulated, while pro-apoptotic factors Bcl2l14 and Bax were upregulated in rat hearts of HFpEF. 

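The scaled log2 signal of Bcl2l10 was 4.69 ± 0.42 (SD, n = 3) in the HS group and 5.96 ± 0.35 (SD, n = 3) in the LS group. Its log2 fold change was -1.27, with a standard error of 0.29 and a limma adjusted p of 0.0587, and every HS sample lay below every LS sample. With quantile normalization the log2 fold change was -0.89, and with the normexp correction it was 0.71. For Bax, the signal was 7.40 ± 0.17 (SD, n = 3) in the HS group and 7.13 ± 0.19 (SD, n = 3) in the LS group. The groups overlapped, with a log2 fold change of 0.27 (standard error 0.18, limma adjusted p = 0.449). It was 0.45 with quantile normalization (limma adjusted p = 0.245), 0.45 with the series table and 0.68 with the normexp correction, all under a log2 fold change of 1. The probe of Bcl2l14 was not well above background on any of the 6 arrays, so no fold change is given. The paper states these changes alongside its measure of apoptosis in the same model.

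**Figure D4:**
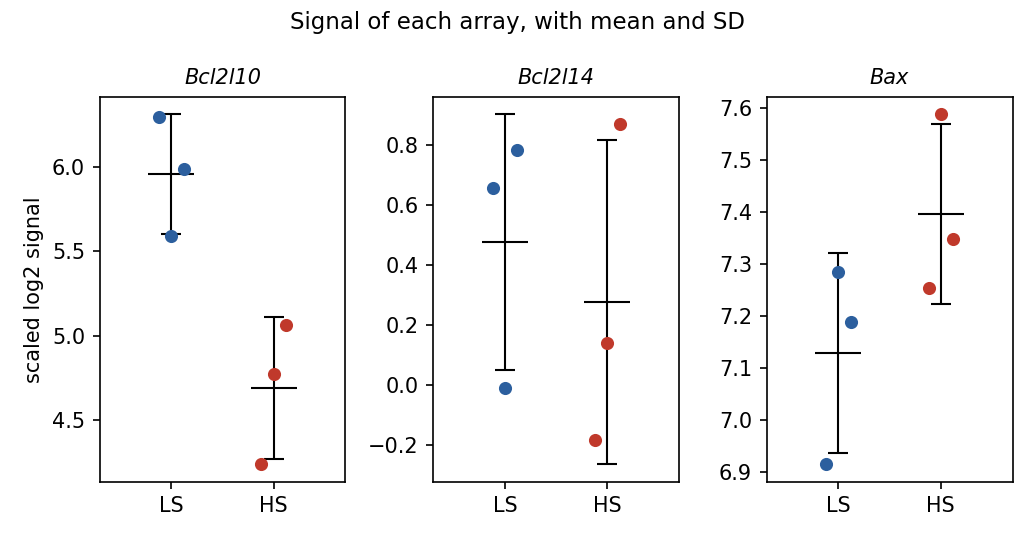
Scaled log2 signal of Bcl2l10, Bcl2l14 and Bax on each array, with 1 point per sample and the mean and SD of each group in black. The vertical axes do not start at 0 and differ between genes, and the Bcl2l14 values are not well above background on any array.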

Gene sets that were significantly downregulated in the HS group at *p*-value < 0.01 and FDR < 0.05 included retinoid metabolism, while upregulated gene sets were Fc-gamma receptors, cell cycle, and so on (Figure 7D and Supplementary Table S4).

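For the 8 gene sets of Figure 7D, lists of the same pathways were written by hand, since the MSigDB sets were not used here, and were tested with camera. The retinol metabolism list (43 genes tested) had a median log2 fold change of -0.78, with 6 genes above 0 and a camera adjusted p of 2.4e-04. The other 7 lists were placed above the remaining genes. Their camera adjusted p values were 1.7e-04 for Fc gamma receptor mediated phagocytosis (75 genes), 1.8e-04 for cell cycle (105 genes), 0.0195 for pancreatic cancer (63 genes) and 0.0116 for p53 signaling (55 genes). They were 6.8e-06 for Leishmania infection (56 genes), 1.7e-04 for B cell receptor signaling (63 genes) and 6.8e-06 for Toll like receptor signaling (72 genes). Camera ranks a list against all other genes, and only 3 of these 7 lists had a median log2 fold change above 0, from 0.03 for cell cycle to 0.18 for Leishmania infection, while the other 4 lay between -0.08 and -0.01. The mean was above 0 in 5 of the 7 lists. Relative to 10000 random lists of the same mean signal, 6 of the 7 medians lay above at least 99.35% of the random medians. The median of pancreatic cancer lay above 89.6% of them. With quantile normalization all 7 medians were above 0. Retinol metabolism was the only list of the 8 to pass under fry, with an adjusted p of 0.00274, and no list passed when the correlation was estimated for each list. The paper reasons that inflammation is important in HFpEF from the higher Fc gamma, B cell and Toll like receptor sets and the inflammatory and innate immune processes. It adds a lower set of complement and coagulation cascades, which comes from its proteomics and is not among these 8. It also proposes that higher Btk and Tlr7 may take part in profibrotic and hypertrophic cascades.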

## 3. Discussion

Since HFpEF is multifactorial in nature involving the interactions of environmental, physiological, and genetic risk factors, various experiments were carried out to diagnose HFpEF in HS-fed DSS rat hearts, while histological and multi-omics analyses were performed to address cellular and molecular mechanisms. Here, we report several findings: (1) HS-fed rats with hypertension and myocardial hypertrophy developed diastolic dysfunction, impaired systolic contractile function, and prolonged myocyte repolarization despite preservation of EF. (2) A significant increase in size and apoptosis of myocytes occurred in HS-fed rat hearts as compared with the LS-fed. (3) Bioinformatics analyses showed that genes involving in autophagy and cardiac contraction were significantly downregulated, while genes regulating mitochondrial fission and inflammatory processes were significantly upregulated in HS-fed rats. These findings are discussed as follows.

### 3.1. Pathophysiological Changes in Organ and Tissue Levels

HS-fed and LS-fed DSS rats were characterized with equivalent values of EF and QRS width at the ages of 7 and 14 weeks, which agrees with a previous study [11]. In contrast, HS feeding increased E/E’ ratio, QT interval and QTc interval, isovolumetric relaxation time (Tau), blood pressure (ASP, ADP, MAP), and LVEDP, while it decreased E/A ratio, peak radial, and longitudinal strains in the LV. This revealed the progression of diastolic dysfunction, impaired systolic contractile function, and prolonged myocyte repolarization in DSS rats after 7 weeks of a HS diet. HS-fed DSS rats also showed HF symptoms including weakness and decreased activity. A significant increase of lung weight to BW implies pulmonary edema in HS-fed DSS rats. Based on the diagnostic criteria [2,24,25], HFpEF occurred in HS-fed DSS rats. On the other hand, HS-feeding resulted in severe LV hypertrophy because of a significant increase in LV weight/BW, BNP and TIMP-1 mRNA level, and myocyte size. This contributes to myocardial and myocyte stiffening and, hence, impairs both diastolic and systolic contractile functions, consistent with previous findings [26,27,28].

### 3.2. Promising Regulatory Gene Targets for Myocardial and Myocyte Stiffening

The Heatmap of the proteome and transcriptome showed significant differences between HS-fed and LS-fed rat hearts. Based on the bioinformatics analysis, the downregulated gene set of cardiac muscle contraction and biological process of Ca^2+^ ion transport into cytosol in the HS group indicated the effects of Ca^2+^-mediated signaling on impairment of active diastolic relaxation in HFpEF [29,30]. Both transcriptome and real-time PCR data showed that Plcb2 was significantly upregulated and Diaph3 was downregulated (Figure 7). Phospholipase C (PLC) produces inositol 1,4,5-triphosphate (IP3) and diacylglycerol from phosphatidylinositol 1,4,5-biphosphate, leading to many downstream events including intracellular calcium and activation of protein kinase [31]. PLC-βs have important roles in chemoattractant-induced integrin activation, affecting cell–substrate adhesion and migration [32,33]. As a member of PLC-βs, Plcb2 was upregulated to mediate Ca^2+^ release that depolarizes the plasma membrane to generate action potentials and subsequent non-vesicular release of ATP [34]. Furthermore, as a member of the formin family of cytoskeletal regulators, diaphanous-related formin-3 (Diaph3) regulates cytoskeleton formation, cell adhesion, migration, and differentiation [35]. Downregulation of Diaph3 can restrict actin remodeling [36], which could regulate movement of myocytes. Therapies targeting these Ca^2+^ and cytoskeleton-mediated genetic risk factors may merit investigations for elevated myocyte stiffness in HFpEF.

Previous studies have demonstrated marked interstitial fibrosis [37,38,39] and decreased capillary density in rat hearts of HFpEF [39]. An increase in collagen deposition could stiffen the heart, resulting in impaired diastolic function [40], whereas low capillary density could deprive the oxygenation of hypertrophic myocytes [41]. Similarly, HFpEF patients displayed exercise-mediated reductions [42], coupled with varying degrees of myocardial disease progression including myocyte hypertrophy, interstitial fibrosis, and capillary rarefaction [43].

A high prevalence of comorbidities such as agedness, hypertension, and obesity in HFpEF patients [44] could stimulate systemic inflammation that causes myocardial dysfunction and remodeling in HFpEF patients [45,46]. HFpEF rat hearts showed molecular signatures of immune cell and inflammatory dysregulation, which is a distinct different characteristic compared to HFrEF [47,48]. High inflammatory marker levels had a strong association with HFpEF. This association is explicable because inflammation has been linked with diastolic dysfunction in hypertensive patients [49], and inhibition of inflammatory pathways prevents diastolic dysfunction in experimental diabetic cardiomyopathy [50]. The downregulated gene sets of complement and coagulation cascades, the upregulated gene sets of Fc-gamma receptors, B-cell receptors, and Toll-like receptors, the upregulated biological processes of inflammatory response, and innate immune response in the HS group denoted an important role of the inflammatory response in HFpEF. As key signaling genes controlling the activation of various immune cells, the upregulation of Btk and Tlr7 may be involved in activating profibrotic and hypertrophic cascades and further deteriorating myocardial stiffening in HFpEF [1].

In summary, Ca^2+^-mediated signaling, cytoskeleton formation, interstitial fibrosis, capillary rarefaction, and inflammation might be critical therapeutic targets for HFpEF, for which no effective therapy currently exists. Further investigations were required to prove agents with calcium regulation, cytoskeleton organization, or anti-inflammatory properties can be able to modulate HFpEF.

### 3.3. Promising Regulatory Gene Targets for Myocyte Apoptosis

TUNEL staining showed an increase of apoptosis rate of myocytes in HS-fed rats as compared with LS-fed rats in Figure 4, which is supported by the microarray results of pro- and anti-apoptotic factors (e.g., downregulated Bcl2l10 and upregulated Bcl2l14 and Bax). Both proteomic and Western blot data showed that Mff and Itga9 were significantly upregulated, but Map1lc3a was downregulated in HS-fed rat hearts (Figure 6). Mitochondrial fission factor (Mff) is a protein to control mitochondrial fission, integrin α9 is a protein to mediate cell–cell and cell–matrix adhesion, and microtubule-associated proteins 1A/1B light chain 3A (Map1lc3a) is a protein to regulate autophagy functions.

Mitochondrial dynamics comprises fusion and fission, which produces an interconnected mitochondrial network and results in smaller, more discrete organelles, respectively. Two mitofusin isoforms, Mfn1 and Mfn2, and optic atrophy protein 1 (OPA1) are core components of the mitochondrial fusion machinery, while mitochondrial fission is regulated by a dynamin-related protein 1 (Drp1). Mff, fission protein 1 (Fis1), and Mitochondrial dynamics proteins of 49/51 kDa (MiD49/51) have been proposed to promote mitochondrial fission by recruiting Drp1 to mitochondria. There is a significant upregulation of Mff in rat hearts of HFpEF as compared with the controls, but relatively unchanged expression of Mfn1, Mfn2, OPA1, Fis1, and MiD49/51 based on proteomics results. Dysfunctional mitochondria caused by excessive Mff can be removed by the process called mitophagy [51]. However, Map1lc3a, a gene tethering autophagosome to mitochondrion, is significantly downregulated to decrease clearance of the damaged mitochondria. This probably leads to accumulation of aberrant mitochondria to increase ROS and impair calcium homeostasis, and subsequent contractile dysfunction and myocardial apoptosis [52,53,54,55]. Moreover, a previous study reported that NADPH oxidase activity, xanthine oxidoreductase (XOR) activity, and superoxide levels in rat hearts of HFpEF were significantly higher than the controls [38]. These findings denote Mff and Map1lc3a abnormalities as potential genetic risk factors for increased apoptosis rate of myocytes in HFpEF. In addition, GO analysis of 80 differential expression proteins also showed microtubule binding and GTPase activity as the top upregulated molecular functions, which may result in more dysfunctional mitochondria.

In animal models and human studies of HF, dysfunctional mitochondria exhibit decreased ATP production and marked excess reactive oxidative stress (ROS) production [56]. Cardiac mitochondria dysfunction in HFpEF patients also causes overexpression of proinflammatory cytokines [57]. The accumulation of abnormal mitochondria derives ROS and acts as principal arbitrators of pro-inflammatory status. They act through modulating innate immunity via redox-sensitive inflammatory pathways or direct activation of inflammasome such as NLRP3. Additionally, both of these pathways may work together to overstimulate the inflammatory response [58].

In this study, we speculate the accumulation of aberrant mitochondria and inflammatory response may cause excessive ROS production and impair calcium homeostasis, and ultimately increase interstitial fibrosis and cause cardiac remodeling in HS-fed rats. Hence, investigating compounds that target these pathways is promising for future treatment of HFpEF.

### 3.4. Critique of the Study

Although DSS rats are the proven and most published animal model of HFpEF [52,53,54,55], the model only represents a minority of patients suffering from salt-sensitive hypertension. This requires further investigations in other animal models. The upstream signaling pathways, however, remain unknown, which may be an important external stress for the occurrence and development of HFpEF. Cardiac tissues were harvested for the multi-omics analysis to gain an overview of the changes in HFpEF, which brought in the influence of interstitial cells. Isolation of myocytes is still required to accurately study HFpEF molecular networks.

## 4. Materials and Methods

### 4.1. Study Design

The rat model of HFpEF was established as shown schematically in Figure 1A, similar to previous studies [10,11]. Briefly, 7-week-old DSS male rats (purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd., Beijing, China) were randomly classified into a HS diet group (SPF Rodent Growth and Breeding Feed + 8% NaCl with irradiation, Beijing Keao Xieli Feed Co., Ltd., Beijing, China) to induce HFpEF (*n* = 17), or into a low-salt (LS) diet group (0.3% NaCl with irradiation) as controls (*n* = 10). Rats were housed individually in air-conditioned facilities at room temperature, under 12:12 h light/dark artificial cycle conditions, and supplied with different diets for 7 weeks. Most HS-fed rats showed HF signs including weakness, decreased activity, and labored breathing at the age of 14 weeks. Echocardiographic and electrocardiographic results demonstrated whether symptomatic HS rats had HFpEF. Furthermore, since eight LS rats underwent hemodynamic measurements, given two died during the operation, eight HS rats showing diastolic dysfunctions and successfully having hemodynamic measurements were selected for histological evaluation and multi-omics analysis. Body and organ weights were obtained from these animals. In each group, five animals were used for histological evaluation, while three animals were dissected to harvest cardiac tissues for microarray and proteomics study. All experiments were performed in accordance with Chinese National and Peking University ethical guidelines regarding the use of animals in research, consistent with the NIH guidelines (Guide for the care and use of laboratory animals) on the protection of animals used for scientific purposes. The experimental protocols were approved by the Animal Care and Use Committee of Peking University, China, agreement number COE-HUOYL-1 (14 Jul 2014).

### 4.2. Echocardiographic Measurements

Rats were anesthetized with inhalational administration of 5% isoflurane and maintained with 2% isoflurane for echocardiography. Echocardiographic measurements of rat hearts were carried out in the two groups before and after the experiment, similar to a previous study [59]. The images were obtained at 21 MHz using a MS-250 transducer operated by a Vevo2100 Color Doppler Ultrasound Scanner (FUJIFILM VisualSonics Inc., Toronto, ON, Canada). Based on M-mode tracings, morphometric parameters, e.g., LVID;d and LVID;s, were measured according to the American Society of Echocardiography leading edge rule [60]. These parameters were averaged based on five measurements. EF (%) was calculated from the measured parameters as $\frac{\left({\mathrm{LVID};d}^{3}{-\mathrm{LVID};s}^{3}\right)}{{\mathrm{LVID};d}^{3}}\times 100\%$ in Vevo2100 LAB image analysis workstation [61]. Details are in the supplement section.

### 4.3. Surface Electrocardiogram

Surfaced electrocardiograms (ECG) were recorded in animals of the two groups. QRS complex and RR interval were measured to assess systolic functions, while corrected QT (QTc) interval (i.e., QT interval (ms) divided by the square root of RR interval (s)) was used to evaluate diastolic functions. All ECG data were averaged over nine cardiac cycles by a waveform-analysis program (SP2006, Softron, Beijing, China).

### 4.4. Speckle Tracking Echocardiography (STE) Measurements

In B-mode tracings, 2D grayscale images were obtained from the standard parasternal longitudinal view [62]. Frame rate was 133 Hz, gain was 20~25 dB, depth was ~20 mm, width was ~23 mm, and three cardiac cycles were recorded. Myocardial deformations were demonstrated using the Vevo2100 LAB image analysis workstation with advanced STE, which tracks natural acoustic markers (called speckles) across the cardiac cycle. Longitudinal and radial stains ($=\frac{∆L}{L_{0}}$, where $L_{0}$ and ∆L refer to the baseline length at the R wave and the absolute change in length, respectively) were determined by the software across the entire left ventricle over selected period of cardiac cycles.

### 4.5. Doppler-Mode Tracings

Diastolic function was assessed by E/E’ and E/A ratios in the apical four-chamber view, as shown in Figure 1C. E waves (early filling) and A waves (atrial filling) were measured by pulse wave Doppler mode between the mitral valves. E’ waves and A’ waves were measured at the septal corner of the mitral annulus by tissue Doppler mode.

### 4.6. Hemodynamic Measurements

Hemodynamic analysis was carried out on rats anaesthetized with 2% isoflurane. A 1.4F micromanometer-tipped catheter (Millar Instruments, Houston, TX, USA) was inserted through the right carotid artery into the LV to record pressure waves in 30 cardiac cycles, which was repeated three times. The zero-pressure baseline of the catheter was calibrated in 37 °C saline. The catheter was monitored with a BIOPAC MP150. LV end-diastolic pressure (EDP), rate of maximum and minimum left ventricular pressure development (dP/dt max, dP/dt min), and time constant of LV relaxation (Tau); artery systolic, Diastolic, and mean pressure (ASP, ADP, AMP) were determined from the measured pressure waves [61].

### 4.7. Histological Evaluation

As shown in Figure 1A, animals were separately terminated for the histological evaluation at the age of 14 weeks (i.e., HS-feeding or LS-feeding for 7 weeks). After hearts were harvested, plugs of myocardial tissues were removed from different positions of the LV. These plugs were fixed in 4% paraformaldehyde (PFA)/PBS solution overnight at room temperature and then processed for paraffin sectioning. TUNEL staining was demonstrated according to the manufacturer’s recommendations (In Situ Cell Death Detection Kit, Fluorescein, catalog number 11684795910, Roche, Basel, Switzerland) [63]. Sections were also detected via Alexa Fluor 594 conjugate of WGA (50 μg/mL, Invitrogen, Carlsbad, CA, USA), similar to a previous study [64]. Moreover, nuclear morphology was assessed by Hoechst 33258 dye (Molecular Probes) as reported [65].

### 4.8. Shotgun Proteomics Analysis

Similar to a previous study [66], proteins were extracted from the harvested cardiac tissues using RIPA Lysis Buffer and PMSF (Applygene, Beijing, China) in glass homogenizers. Once homogenized, cardiac tissues were centrifuged at 12,000 *g* at 4 °C for 20 min, and supernatants were collected for the shotgun proteomics analysis. The protein concentration of the supernatant was evaluated using the BCA protein assay kit (Applygene). A total of 200 μg protein was reduced with 0.05 M TCEP, alkylated with iodoacetamide, and digested by 4 μg of trypsin. A nano-flow HPLC instrument (Easy-nLC II) coupled with an LTQ-Orbitrap Velos Pro (linear quadrupole ion trap-orbitrap mass analyzer) mass spectrometer equipped with a Nanospray Flex Ion Source (Thermo Fisher Scientific, Waltham, MA, USA) was used for the LC-MS/MS analysis. Each peptide from the LC-MS/MS spectra was searched against UniProt rat protein database using MaxQuant software. False discovery rate was calculated by decoy database searching, and differentially expressed proteins were identified by fitting the data to a linear model with an empirical Bayes moderated *t*-statistics test.

### 4.9. Microarray Analysis

Myocardial tissues were washed by injecting PBS into the left ventricle in vivo. Agilent Whole Rat Genome Oligo microarray experiments were performed by KangChen biotech company (Shanghai, China). The subsequent steps were conducted according to the Agilent Whole Genome Oligo microarray (one-color) protocol. The accession number for the microarray data reported in the study is GEO GSE126062.

### 4.10. Bioinformatics

For shotgun proteomics and microarray analysis, differentially expressed genes and proteins were filtered at *p* < 0.05 and the absolute value of log2 (fold change) > 1. Gene Ontology (GO) analysis for differentially expressed proteins and genes was performed using the DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/). The protein-to-protein network was expended using BisoGenet plugin in Cytoscape environment. The BiNGO plugin was used to retrieve the Gene Ontology Consortium. Moreover, Gene Set Enrichment Analysis (GSEA) was made for the KEGG pathway enrichment analysis based on the whole gene set with the rank list of all the available expression values. Proteins with more than two unique peptides from LFQ intensities were defined as qualified proteins for GSEA. C2.cp.kegg from the Molecular Signatures Database (MSigDB, v6.2) was selected as gene sets. Significantly enriched pathways were selected at a level of 0.01 normal *p*-value and 0.05 FDR q-value. Subsequently, these pathways were subjected to the Enrichment Map plugin in the Cytoscape environment (https://cytoscape.org/).

### 4.11. Western Blot

Equal protein amounts (100 μg) were boiled in loading buffer at 100 °C for 5 min and run in 10% SDS-polyacrylamide. After electrophoresis, gels were electrotransferred onto PVDF membranes, blocked 1h at room temperature with 5% nonfat dried milk in TBST (Tris-buffered saline with 0.1% Tween-20), and incubated at 4 °C overnight with primary antibodies following standard commercial instructions. The primary antibodies were used as follows: mouse anti-Gapdh (1:1000 diluted, Proteintech), rabbit anti-ITGA9 (1:5000 diluted, ab140599, Abcam, Cambridge, UK), rabbit anti-MAP1lC3A (1:5000 diluted, ab52638, Abcam), and rabbit anti-MFF (1:500 diluted, 17090-1-AP, Proteintech, Rosemont, IL, USA). Secondary antibodies used were goat anti-rabbit (1:5000 diluted, ZB-2301, Zsbio and 611145002, Rockland Immunochemicals, Gilbertsville, PA, USA) anti-rabbit and goat anti-mouse (1:5000 diluted, 610144002, Rockland Immunochemicals). Images were scanned on LiCOR Odyssey.

### 4.12. Quantitative RT-PCR

Total RNA from myocardial tissues was extracted using RNAtrip kit (Applygene). The quality and quantity were measured by a nanophotometer (IMPLEN, Beijing, China). RNA was used for reverse transcription using the RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific). Diluted cDNA (10×) was made for quantitative RT-PCR reactions using the QuantStudioTM3 (Thermo Fisher Scientific) and a HieffTM qPCR SYBR Green Master Mix (Yeasen, Shanghai, China). All data were normalized to the Gapdh expression. Fold change for expression level comparison was calculated with 2^(-ddCT). Primer sets for quantitative real-time PCR analyses were designed using Primer Premier 5, as shown in Supplementary Table S1.

### 4.13. Statistical Analysis

All data analysis and plots were generated using R Studio and GraphPad Prism 6.0. For the rest of the analysis, data were expressed as mean ± standard error (SE), and *p*-value was calculated using the two-tailed Student’s *t*-test for pairwise comparisons. Statistical tests were carried out using GraphPad Prism 6.0, San Diego, CA, USA (*, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001).

## 5. Conclusions

Most DSS rats when placed on a HS diet for 7 weeks showed HF symptoms and were diagnosed with HFpEF by echocardiographic, electrocardiographic, and hemodynamic measurements. In comparison with LS-fed DSS rats, rats with HFpEF demonstrated a significant increase in size and apoptosis rate of myocytes. Upregulated Mff and downregulated Map1lc3a were found as potential risk factors for increased apoptosis rate of myocytes in HFpEF. The changes of multiple molecular functions such as cytoskeleton protein binding, ATP binding, and microtubule binding also contributed to diastolic activity loss and myocyte stiffening. This study sheds light on therapies targeting these risk genetics.

## Figures and Tables

**Figure 1:**
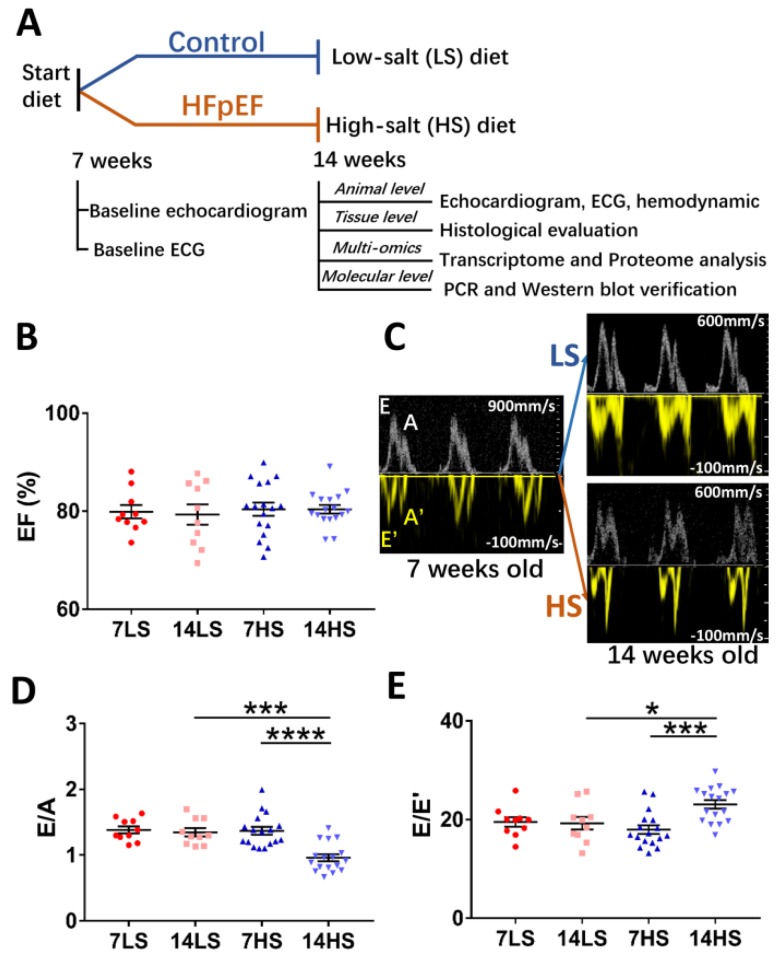
Experimental protocol and evaluation of heart function of Dahl salt-sensitive (DSS) rats. (**A**) A schematic representative of experimental protocol, where 7-week-old Dahl salt-sensitive (DSS) rats were fed a high-salt (*n* = 17) or low-salt diet for 7 weeks (*n* = 10). (**B**) Ejection fraction (EF (%) mean ± SE) in the two groups at the age of 7 and 14 weeks. (**C**) A schematic representative of Doppler-mode tracings in rat hearts, and (**D**) E/A and (**E**) E/E’ in the two groups at the ages of 7 and 14 weeks. * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 2:**
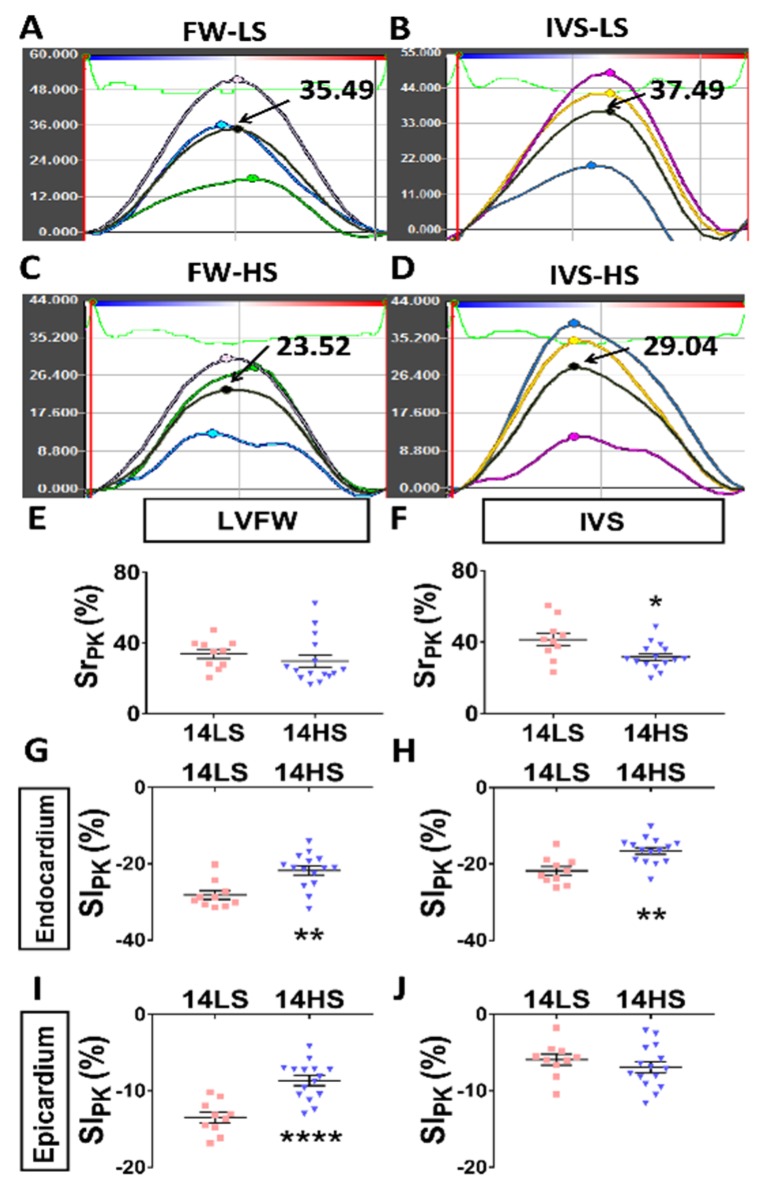
Severely impaired systolic contractile function in free wall (FW) and interventricular septum (IVS) of high-salt (HS)-fed DSS rat hearts. (**A**–**D**) Representative images of radial strain curves in FW and IVS in low-salt (LS)-fed and HS-fed rat hearts at the age of 14 weeks. The color lines represent the radial strain curves corresponding to the six myocardial segments, and the black line refers to the averaged strain curve over free wall or interventricular septum, where the arrow points to the peak value. (**E** and **F**) Peak radial strains in FW and IVS in LS-fed and HS-fed rat hearts. (**G**–**J**) Peak longitudinal strains on the endocardium and epicardium of FW and IVS in LS-fed and HS-fed rat hearts (*n* = 10 in LS group and *n* = 15 in HS group). * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001.

**Figure 3:**
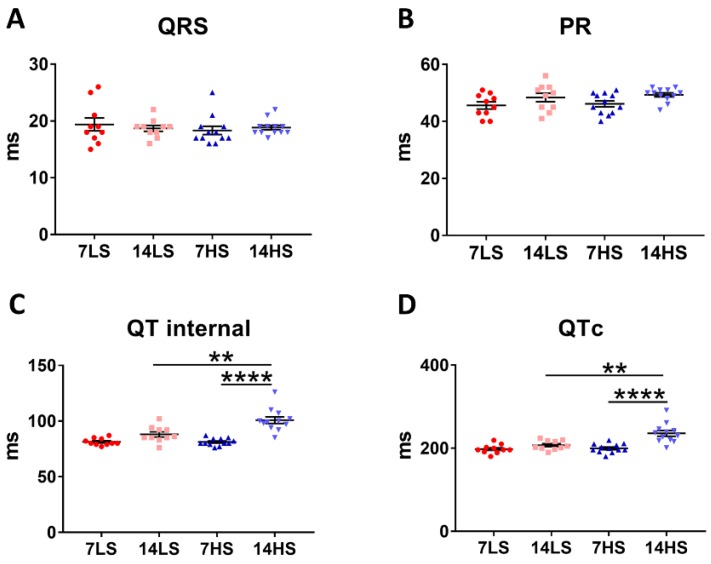
Electrocardiogram analysis showed prolonged myocyte repolarization in HS-fed DSS rat hearts. (**A**–**D**) QRS width, PR interval, QT interval, and QTc interval in the two groups at the ages of 7 and 14 weeks (*n* = 10 in LS group and *n* = 12 in HS group). ** *p* < 0.01, **** *p* < 0.0001.

**Figure 4:**
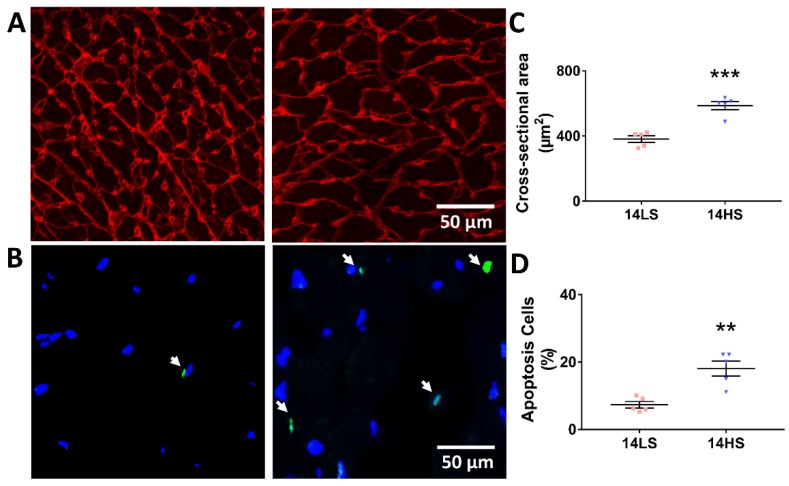
Histological evaluation showed increase in size and apoptosis of myocytes of HS-fed DSS rats. (**A**,**B**) Representative immunofluorescence images of myocytes stained by WGA and TUNEL (arrow refers to apoptotic cells) and (**C**,**D**) cross-sectional area of a myocyte and apoptosis rate (TUNEL-positive nuclei as percentage of total nuclei) in the two groups at the age of 14 weeks (*n* = 5 for each group). ** *p* < 0.01, *** *p* < 0.001.

**Figure 5:**
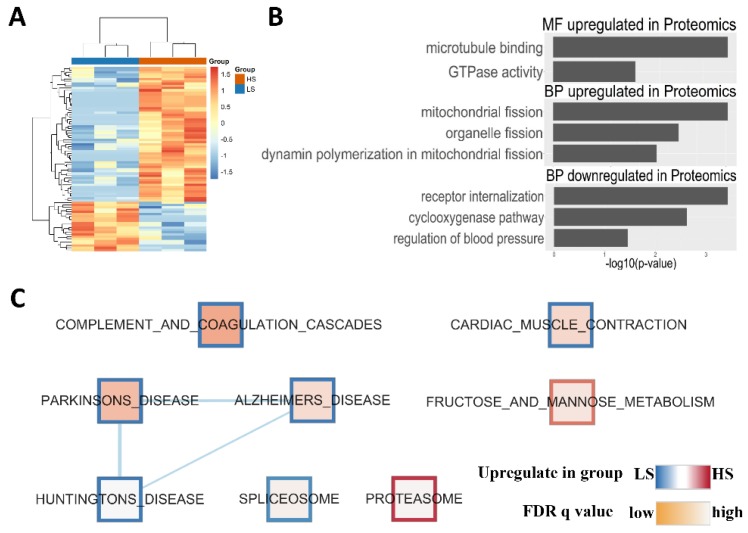
Gene Ontology (GO) and Gene Set Enrichment Analysis (GSEA) on dysregulated proteins identified by proteomics. (**A**) Heatmap of the proteome, where hierarchical clustering of samples (columns) and proteins (rows) is based on Pearson’s correlation coefficient to measure the distance and the mean to cluster the samples. (**B**) Gene Ontology (GO) analysis of 21 significantly downregulated and 59 significantly upregulated proteins. (**C**) Gene Set Enrichment Analysis (GSEA) of all detected proteins, where nodes represent significantly enriched (*p* < 0.01, *q* < 0.05) gene sets of canonical pathways from the molecular signature database (MSigDB). The colors of node borders refer to upregulated (red) and downregulated (blue) in HS group, while the node color represents the FDR *q*-values

**Figure 6:**
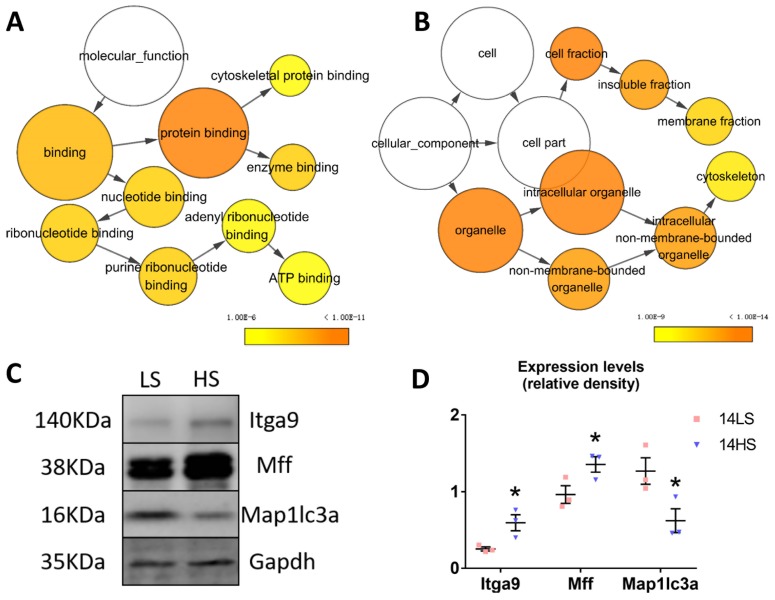
GO analyses and validation of dysregulated proteins identified by proteomics. (**A**,**B**) GO analysis of a gene network constructed from 80 differential expression proteins (21 significantly downregulated and 59 significantly upregulated proteins). The color gradient of the cluster distribution network shows the *p*-value of each cluster with darker (orange) color for a lower *p*-value. (**A**) Molecular functions and (**B**) cellular components. (**C**) Western blot results showing expression levels of Itga9, Mff, and Map1lc3a in the two groups, where all data were normalized to Gapdh expression. (**D**) Statistical analysis of the intensity of the bands in Figure 6C using ImageJ software (*n* = 3 for each group). * *p* < 0.05.

**Figure 7:**
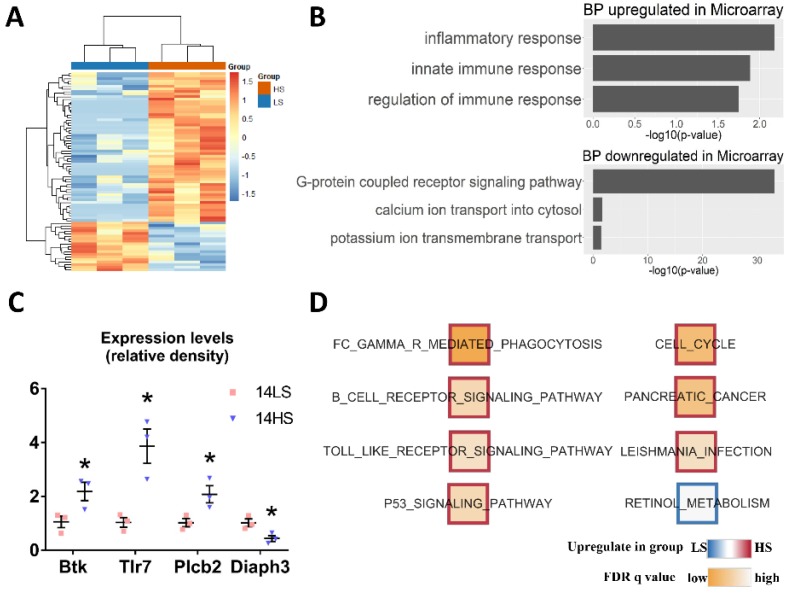
GO, GSEA, and real-time PCR analyses on the dysregulated genes identified by transcriptome. (**A**) Heatmap of the transcriptome, where hierarchical clustering of samples (columns) and genes (rows) is based on Pearson’s correlation coefficient to measure the distance and the mean to cluster the samples. (**B**) GO Analysis of 465 significant downregulated and 142 upregulated genes. (**C**) Real-time PCR results showing expression levels of Btk, Tlr7, Plcb2, and Diaph3 in the two groups, where all data were normalized to Gapdh expression. Fold change for expression level comparison was calculated with 2^(-ddCT). Primers are listed in Supplementary Table S1. * *p* < 0.05. (**D**) GSEA of all detected genes, where nodes represent significantly enriched (*p* < 0.01, *q* < 0.05) gene sets of canonical pathways from the MSigDB. The colors of node borders refer to upregulated (red) and downregulated (blue) in HS group, while the node color represents the FDR q-values.

**Table 1:** LV diastolic and systolic diameters and ratios of heart, LV, lung, and kidney weights to BW in HS and LS groups at the age of 14 weeks.

Group	No.	LVEDD (mm)	LVESD (mm)	LV/BW (g/kg)	Heart/BW (g/kg)	Lung/BW (g/kg)	Kidney/BW (g/kg)
14LS	8	7.10 ± 0.10	3.80 ± 0.25	2.37 ± 0.10	3.60 ± 0.11	3.96 ± 0.05	3.73 ± 0.16
14HS	8	7.17 ± 0.23	4.11 ± 0.43	3.42 ± 0.26 **	4.06 ± 0.15 *	4.18 ± 0.06 *	4.31 ± 0.08 **

LVEDD indicates left ventricular end diastolic diameter; LVESD indicates left ventricular end systolic diameter; and * *p* < 0.05, ** *p* < 0.01.

**Table 2:** Hemodynamic parameters in HS and LS groups at the age of 14 weeks.

Group	No.	LVEDP (mmHg)	dP/dt max (mmHg/s)	dP/dt min (mmHg/s)	ASP (mmHg)	ADP (mmHg)	MAP (mmHg)
14LS	8	3.72 ± 0.38	9895 ± 833	−6890 ± 528	160.5 ± 7.9	106.5 ± 7.7	124.5 ± 6.9
14HS	8	11.14 ± 2.03 **	7010 ± 941 *	−5051 ± 489 *	184.6 ± 6.8 *	128.2 ± 4.4 *	147.0 ± 4.9 *

* *p* < 0.05, ** *p* < 0.01.

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/21/9/3362/s1.

## Abbreviations

HFpEF	Heart failure with preserved ejection fraction
HFrEF	Heart failure with reduced ejection fraction
EF	Ejection fraction
LV	Left ventricular
DSS	Dahl salt-sensitive
HS	High-salt
LS	Low-salt
GSEA	Gene Set Enrichment Analysis
GO	Gene Ontology

# Supplementary material for: Morphometric, Hemodynamic, and Multi-Omics Analyses in Heart Failure Rats with Preserved Ejection Fraction
**Source:** Int J Mol Sci. 2020 May 9;21(9):3362. doi: 10.3390/ijms21093362
**Supplement:** Supplementary file 1

**Supplementary Table S1.** Primer sets for quantitative real-time PCR.

| Gene   | Forward                       | Reverse                 |
|--------|-------------------------------|-------------------------|
| Bnp    | TTCTGCTCCTGCTTTTCC            | GAGCCATTTCTCTGACTTT     |
| Timp1  | AGAGCAGATACCACGATG            | GTCCGAGTTGCAGAAAGC      |
| Btk    | AGCACCAATCTCCACAA             | AATACTCCTCGCCCTTTTCG    |
| Tlr7   | GTTTTACGTCTACACAGTAACTCTCTTCA | TTCCTGGAGGTTGCTCATGTTTT |
| Plcb2  | GTGACCGAGCAAATCGCCAAGA        | CTTTGGTGTTCAGTTTCCGAGGT |
| Diaph3 | TAAATGCCCTTGTTACATCTCC        | TTCAATCCACAACGCATAAA    |
| Gapdh  | ATGACCACAGTCCATGCCAT          | TTCAGCTCTGGGATGACCTT    |
| Bnp    | TTCTGCTCCTGCTTTTCC            | GAGCCATTTCTCTGACTTT     |

**Supplementary Table S2.** BNP and TIMP-1 mRNA levels.

| Group | N | LS          | HS           |
|-------|---|-------------|--------------|
| BNP   | 4 | 1.04± 0.17  | 2.34± 0.33*  |
| TIMP1 | 4 | 1.16 ± 0.39 | 3.73 ± 0.82* |

\*P&lt;0.05

**Supplementary Table S3.** Details of the gene sets enriched by GSEA in proteomics.

| Group | NAME                                   | SIZE | NES   | NOM<br>p-val | FDR q-val |
|-------|----------------------------------------|------|-------|--------------|-----------|
| LS    | PARKINSONS DISEASE                     | 68   | -2.08 | 0            | 0.021     |
| LS    | COMPLEMENT AND<br>COAGULATION CASCADES | 37   | -2.06 | 0            | 0.013     |
| LS    | ALZHEIMERS DISEASE                     | 84   | -1.95 | 0            | 0.033     |
| LS    | CARDIAC MUSCLE<br>CONTRACTION          | 39   | -1.93 | 0            | 0.032     |
| LS    | HUNTINGTONS DISEASE                    | 87   | -1.85 | 0            | 0.045     |
| LS    | SPLICEOSOME                            | 58   | -1.84 | 0.003        | 0.042     |
| HS    | PROTEASOME                             | 38   | 1.80  | 0.002        | 0.044     |
| HS    | FRUCTOSE AND MANNOSE<br>METABOLISM     | 23   | 1.77  | 0.009        | 0.038     |

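Gene set enrichment analysis ranks all genes by their difference between the groups and asks whether the members of a set gather at 1 end of the ranking. The normalized enrichment score (NES) gives the size and the direction of that gathering, positive for sets that gather toward the HS group, and the FDR corrects for the number of sets tested.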

**Supplementary Table S4.** Details of the gene sets enriched by GSEA in microarray.

| Group | NAME                                | SIZE | NES   | NOM<br>p-val | FDR q-val |
|-------|-------------------------------------|------|-------|--------------|-----------|
| LS    | RETINOL METABOLISM                  | 31   | -1.90 | 0            | 0.019     |
| HS    | FC GAMMA R MEDIATED<br>PHAGOCYTOSIS | 91   | 2.11  | 0            | 0.002     |
| HS    | CELL CYCLE                          | 117  | 1.97  | 0            | 0.006     |
| HS    | PANCREATIC CANCER                   | 67   | 1.94  | 0            | 0.007     |

|    |                                         |    |      |   |       |
|----|-----------------------------------------|----|------|---|-------|
| HS | P53 SIGNALING PATHWAY                   | 60 | 1.90 | 0 | 0.012 |
| HS | LEISHMANIA INFECTION                    | 54 | 1.88 | 0 | 0.013 |
| HS | B CELL RECEPTOR<br>SIGNALING PATHWAY    | 71 | 1.87 | 0 | 0.012 |
| HS | TOLL LIKE RECEPTOR<br>SIGNALING PATHWAY | 85 | 1.84 | 0 | 0.014 |

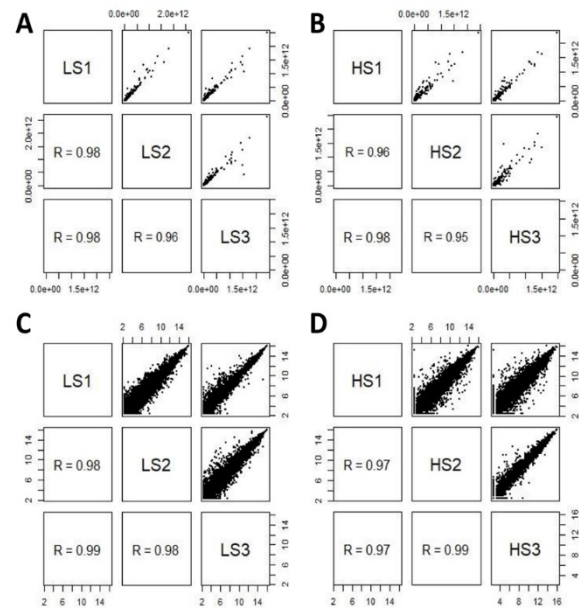

**Figure S1.** Reproducibility correlation matrices of proteomics (A and B) and microarray data (C and D), linear regression,  $n=3/\text{group}$ .

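The microarray panels of this figure plot pairs of arrays from 1 diet group. In the scaled log2 signals, the r across genes was 0.968 for LS samples 1 and 2, 0.984 for LS samples 1 and 3, and 0.9705 for LS samples 2 and 3. Between HS sample 1 and HS samples 2 and 3 it was 0.967 and 0.963, and HS samples 2 and 3 had the highest r of all pairs.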

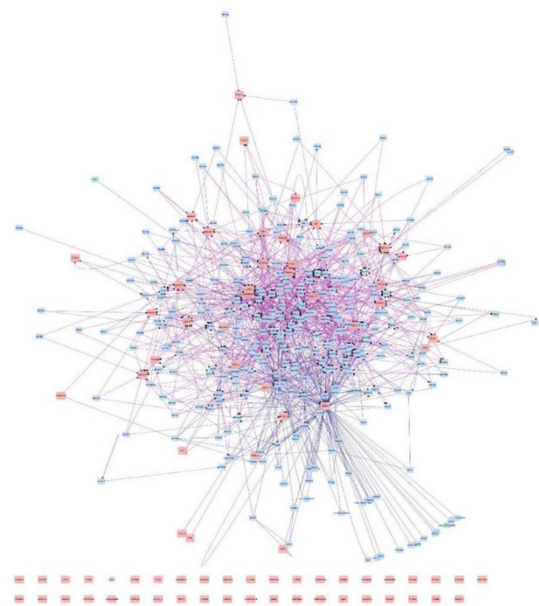

**Figure S2.** Protein-to-protein interaction network expanded from all differentially expressed proteins using BinGO plugin in the Cytoscape environment.

How the deposited data were processed for this re-analysis (not part of the article)

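RNA of 6 rat hearts, 3 of the HS group and 3 of the LS group, was measured on 1-colour whole-genome rat arrays. Samples were mapped to groups by the labels and the paper, and the same replicate numbers in both groups are only numbers. For each array the authors deposited signal intensity values from Feature Extraction 11.0.1.1, with the background subtracted and no normalization between arrays, along with median spot and background intensities and flags. The authors also deposited a table of log2 values, which by their distribution were quantile normalized over the 6 arrays. The paper's text does not name the normalization of the arrays. Its statistics section names a two-tailed Student's t-test for pairwise comparisons in general, without naming the arrays, and that test was run as an alternative. The threshold is an unadjusted p under 0.05 and an absolute log2 fold change over 1.

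The deposited signal was taken to log2, each array's 75th percentile was subtracted and the mean level of 9.49 was added back. Control spots and spots with an outlier flag were left out, and the 10 spots of each of the 1390 replicated probes were averaged. The files give a probe name and an accession and no gene name, so 18005 of the 30367 probes were named by matching accessions to a RefSeq gene table of another assembly than the array's, from which no coordinates are given. The remaining 12362 probes stayed in the test under their accession. Rules that needed gene descriptions used symbols in their place. A probe was kept when well above background on at least 3 of 6 arrays, and the probe with the highest mean signal stood for its gene. Between 526 and 664 spots per array had an outlier flag. The number of arrays, and for dim probes the signal over background, limit the precision.

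Groups were compared with limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment. Gene lists written before the data were examined were tested with camera, with an inter-gene correlation of 0.01, and with 10000 random lists matched on mean signal (seed 1). Adjusted p values of lists were computed within the 8 lists of Figure 7D, the 7 lists of Figure 7B, 6 other lists and 12 cell type lists. The genes named in the text are those the paper names, the 5 highest and 5 lowest log2 fold changes among named genes past the threshold, detected on all 6 arrays and with groups that do not overlap, and up to 3 genes per direction detected in 1 group only. A fold for the last kind is a lower bound, the mean of the detected group against the mean, per array, of the higher of the lowest signal among probes well above background and the dim probe's own.

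The calculation was tested on simulated data for the comparison of HS with LS, with 22623 genes of which 200 were changed by 2 on the log2 scale. The paper's threshold recovered 98.5% of the changed genes and also called 260 unchanged ones. The adjusted p recovered 77.5%, with 11 unchanged genes called. The simulation drew noise independently for each gene and array, with no slide effect and no shift that depends on signal. These rates therefore need not hold for the real arrays.

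Alternatives set before the data were examined covered the scaling, the filter, the probes per gene, the flagged spots, an offset of 16, the series table, the test, the replicate number as a block, each sample left out in turn, and the list test. The slide and the scan day could not be used as blocks, since each slide held 1 group and all scans fell on 1 day. The planned normexp correction on mean signals was not run because the files hold median signals, and a correction on the median signals (offset 50) was added after the data were seen, as were array position as a block, the mean of the atrial markers as a covariate, the series table with the methods' t-test over named genes without a filter, the correlation over pairs of arrays at different positions, and the normexp correction with each sample left out in turn.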

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

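The tests in this part were set before the data were examined, except the counts of other splits for results other than the number of called genes, and 4 of the 22 alternatives (normexp, array position block, atrial marker covariate, and the series table with the methods' t-test over named genes), which were chosen after the results were seen.

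The paper does not discuss the named genes with the largest rises in the HS group. Their log2 fold changes were 3.29 for Cfap95, 2.46 for Ly49si2, 2.33 for Reg3g, 1.93 for Trh and 1.87 for Hils1, and in each the 3 HS samples lay above the 3 LS samples. None had a limma adjusted p under 0.05, the lowest being 0.0552 for Trh. Trh stayed past the paper's threshold in all 22 alternatives. Reg3g stayed past it in 12 of the 22, Ly49si2 in 15, Cfap95 in 16 and Hils1 in 21, all but normexp. The rise of Cfap95 rests on HS samples 2 and 3, at a scaled log2 signal of 8.17 and 6.54, with HS sample 1 at 3.40 and the LS samples between 2.48 and 3.22, and without HS replicate 2 it was 2.22. Without HS replicate 3, the rise of Reg3g was 1.33 and that of Ly49si2 1.40, whose HS samples were at 2.98, 4.64 and 6.99. Both probes of Hils1 were higher, by 1.87 and 0.91.

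Olr1024, Aoah and Eppin were well above background on all 3 HS arrays and on no LS array. Their bounds were at least 2.18-fold higher for Olr1024, at least 1.92-fold higher for Aoah and at least 1.66-fold higher for Eppin, with limma adjusted p values of 0.0774, 0.152 and 0.0862. Each had 1 probe. All 3 fell short of the paper's threshold with the offset of 16, at log2 fold changes of 0.47, 0.38 and 0.39, and with normexp, at 1.44, 1.43 and 1.41. Aoah also fell short with the methods' t-test and without HS replicate 2, HS replicate 3 or LS replicate 1, at 1.07, 1.11 and 0.99. In the opposite direction, 219 named genes were detected on all LS arrays and no HS array, of which 68 were sensory receptor genes, against 3 in the HS direction. The largest bounds were at least 12.7-fold lower for Cyp1a1, 11.4-fold for Svop and 9.77-fold for Or2y1h, and they hold for the scaling used here only. On the log2 scale these bounds are 3.66, 3.50 and 3.29, whereas the log2 fold changes were -2.05, -1.92 and -1.73 with the offset of 16, -3.25, -3.31 and -3.00 with the series table, and 0.30, 0.34 and 0.39 with normexp.

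For these genes a slide effect cannot be told apart from the diet, because 0 slides held arrays of both groups. Of the 10 splits of the 6 arrays into 3 and 3, only 1, the real one, gave 2146 or more genes past the paper's threshold, and 10 splits cannot exclude chance. The next largest count was 849. The diet stays an open explanation that this design cannot separate from the slide.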

How the results depend on the processing

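The replicate numbers do not pair the samples. Deviations from the group means correlated at -0.22, -0.29 and 0.45 for samples with the same number, so the replicate block was a check only. With the block, 79 genes were higher and 2004 lower at the paper's threshold and 0 had a limma adjusted p under 0.05, while 4391 had an unadjusted p under 0.05. The block left all 8 lists of Figure 7D and all 3 immune lists called.

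The counts of genes moved with the scaling. The 70 higher and 2076 lower genes became 330 and 878 with quantile normalization and 251 and 732 with the series table. With median scaling 142 were higher, and with the added normexp correction 148 were higher and 166 lower. The share of called genes that were higher was 3.26%, 27.3%, 25.5%, 8.84% and 47.1% in that order, and the median log2 fold change was -0.22, 0.04, 0.03, -0.06 and 0.56. The cause was not tested. Under normexp, r was 0.901 and 0.908 between HS sample 1 and HS samples 2 and 3, and with each sample left out in turn, also chosen after the data were seen, 63 to 254 genes were higher and 106 to 285 lower. Without HS replicate 1 it gave 103 and 285, and the median log2 fold change was 0.09 in place of 0.56, so that shift rests on HS sample 1. Without a filter 122 were higher. With probes well above background on all 6 arrays 1155 were lower, with fewer genes tested. The offset of 16 gave 35 higher and 564 lower, and treat, which tests against a log2 fold change of 1, gave 7 and 643. The methods' t-test gave 50 and 1663. Array weights gave 150 higher. The added array position block gave 107 higher, and the added combination of the series table, the methods' t-test and named genes gave 135 higher and 323 lower. The other alternatives stayed within 1.5 times. Without each sample in turn, the higher genes numbered 49 to 206 and the lower genes 1681 to 2727, with the 206 reached without HS replicate 1.

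The 1267 genes at an adjusted p under 0.05 became 158 with quantile normalization, 477 with median scaling, 220 with the series table, 615 with probes well above background on all arrays, 194 with the methods' t-test, 3666 with array weights, 0 with normexp, 2298 with the array position block, 76 with the added combination and 3456 with the atrial marker mean as a covariate. Under normexp 715 genes had an unadjusted p under 0.05, and with each sample left out the adjusted count stayed 0, with 207 to 3565 at an unadjusted p under 0.05. Without each sample in turn the count was 0 to 760. It was 0 without LS replicate 1 and 7 without LS replicate 3, where 3900 and 3496 genes had an unadjusted p under 0.05. The cause of these changes was not tested.

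The mean r within minus between groups was 0.0084 and kept its sign in every alternative run. It was lowest with the offset of 16, at 0.004, and ran from 0.0054 to 0.0109 with a sample left out. Over pairs at different positions, a choice made after the data were seen, it was 0.0121.

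All 8 lists of Figure 7D were called by camera with most alternatives, 6 with probes well above background on all arrays, and 6 to 8 with a sample left out. Fry called 1, and camera with an estimated correlation and normexp each called 0. The immune lists were called 3 of 3, except 0 by fry and 0 with the estimated correlation, and 2 without HS replicate 3. Of the receptor and channel lists 1 was called lower, 3 by fry, 0 with the estimated correlation and 0 with normexp. Fry tests each list against 0 and not against other genes, and under it cell cycle, pancreatic cancer, p53 signaling (adjusted p 0.863 for each) and regulation of immune response (0.562) changed direction. Normexp changed the direction of pancreatic cancer and retinol metabolism (0.566 for both) and, to higher and with adjusted p values under 0.05, of the sensory receptor list (3.6e-04) and the other G protein-coupled receptors (0.00173). Without HS replicate 1 under normexp, camera placed retinol metabolism lower (0.509), pancreatic cancer higher (0.548) and the sensory list lower (0.762), called 5 lists of Figure 7D, and gave 0.101 for the other receptors, so these reversals depend on HS sample 1. Without any other single sample they stayed, and the potassium channel list was also placed higher, with an adjusted p from 0.0168 to 0.046 without HS replicate 2, HS replicate 3, LS replicate 1 or LS replicate 3, and cell cycle lower (0.869) without HS replicate 2. Over the samples left out in turn, with and without normexp, the adjusted p ranged from 1.5e-05 to 0.923 for cell cycle, from 0.00839 to 0.777 for pancreatic cancer, from 1.0e-04 to 0.7595 for retinol metabolism, from 2.5e-22 to 0.762 for the sensory list and from 7.97e-04 to 0.731 for the other receptors.

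Sensory receptor genes made up 12.6% of the lower genes, and 10.4% to 31.0% in the other alternatives, with 11.8% to 13.7% with a sample left out. The 31.0% came from the series table with named genes only, where they were 8.58% of the tested genes. Its odds ratio was 5.09, below the 6.95 of the main setting. Under normexp, whose offset of 50 shrinks changes in dim genes, the share was 0.602% (Fisher's exact test, p = 0.067). It was 0.543% to 1.52% with each sample left out. How much of this comes from the offset was not tested. Single genes also reversed under normexp, Bcl2l10 to 0.71, Cyp1a1 to 0.30, Svop to 0.34 and Or2y1h to 0.39. Of the other values of single genes, 655 kept their side of the paper's threshold, 49 fell short of it and 11 newly passed it. Tests that do not enter a correlation or a list test give no value there. Slide and scan day as blocks, and normexp on mean signals, were not run, for the reasons given with the processing. Signals near background limit the dim genes, where most lower calls lie.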

Differences from the paper's values

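The paper gives 142 upregulated genes, and 70 were found here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with median scaling, at 142, without a filter, at 122, with array weights, at 150, and without HS replicate 1, LS replicate 1 or LS replicate 2, at 206, 96 and 95. It was not with the rest. Settings chosen after seeing the values gave 148 with normexp, 103 with normexp without HS replicate 1, 107 with the array position block and 135 with the series table, the methods' t-test and named genes.

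For downregulated genes the paper gives 465, and 2076 were found here. Of the alternatives set before the data were examined, only the offset of 16, at 564, and treat, at 643, came within 1.5 times, and the rest did not. The combination of the series table, the methods' t-test and named genes, chosen after seeing the values, gave 323. In total the paper gives 607 genes and 2146 were found here, with 599 for the offset of 16 and 650 for treat, and 458 for the combination and 438 for normexp without HS replicate 2, both chosen after seeing the values.

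For the correlation between LS samples 1 and 2 the paper's value is about 0.98 in Figure S1, and 0.968 was found here. It differed by less than the spread between pairs with the series table, at 0.972, without a filter, at 0.974, and with the offset of 16, at 0.977, and with normexp, chosen after seeing the values, at 0.978. The paper's value for LS samples 2 and 3 is about 0.98 in Figure S1, against 0.9705 here. The settings within the spread were quantile normalization, at 0.971, the series table, at 0.974, no filter, at 0.975, probes well above background on all arrays, at 0.973, and the offset of 16, at 0.978, along with normexp, chosen after seeing the values, at 0.9798. The remaining alternatives set before the data were examined were not. Normexp, chosen after seeing the values, moved the correlations of HS sample 1 away from the paper's, which are about 0.97 with HS samples 2 and 3 in Figure S1, to 0.901 and 0.908 from 0.967 and 0.963.

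The paper places Btk and Plcb2 among its dysregulated genes. Their log2 fold changes here were 0.87 and 0.90, short of the threshold. Both passed it with quantile normalization (1.37 and 1.50), median scaling (1.03 and 1.07) and the series table (1.34 and 1.28). Btk also passed with array weights (1.07) and without HS replicate 1 (1.16), and Plcb2 without HS replicate 2 (1.01). The combination chosen after seeing the values also called both. The paper lists Bcl2l14 and Bax as upregulated. Here Bcl2l14 was not well above background on any of the 6 arrays and Bax had a log2 fold change of 0.27, and no setting that was run called either.

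In its heatmap of the transcriptome the paper shows the samples clustering by diet. Over all tested genes, HS sample 1 clustered with LS sample 2 here, and over the called genes the samples clustered by diet. The paper does not state which genes its heatmap holds, so the clustering over all tested genes may not be the like comparison. None of the 11 settings clustered all tested genes by diet. The paper also shows calcium and potassium transport among the lower processes, and neither hand-written list was called by camera (adjusted p 0.245 and 0.401). Fry called the potassium channel list lower, with an adjusted p of 0.0377.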

Other observations

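The tests of HS sample 1 and LS sample 2, the normexp correction (also with each sample left out), and the counts of other splits for results other than the number of called genes, were chosen after the results were seen. The other tests were set before.

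HS sample 1 and LS sample 2 resembled each other. The correlation of their deviations from the group means was 0.58, and they clustered together in 10 of 11 settings, all but normexp, where HS sample 1 stood alone. A list of atrial marker genes, written before the data were examined, had 9 genes tested. Its median deviation from the mean of the 6 arrays was 1.07 in HS sample 1 and 0.77 in LS sample 2, both above the range of random lists of the same mean signal, and -0.50, -0.88, -0.11 and -0.98 in HS samples 2 and 3 and LS samples 1 and 3. The scaled log2 signal of Sln was 14.1 in HS sample 1 and 14.3 in LS sample 2, and between 8.37 and 11.9 in the other samples, and that of Myl7 was 14.8 and 15.1 against 12.1 to 14.5. Nppa, the most abundant marker, was 15.5 and 15.4, against 12.7 to 15.2. Not all markers followed. Bmp10 was 10.05 in HS sample 1 but 5.95 in LS sample 2, below the 6.62 of LS sample 1, and Myl4 was 14.55 in HS sample 1, below the 14.67 of LS sample 3. Other parts of the heart also express these genes, Nppa and Clu among them, so more atrial tissue in these 2 samples is only a candidate explanation. A swap of their labels would set their deviations apart and bring HS sample 1 near LS samples 1 and 3, whereas the correlation of 0.58 was the highest of the 9 pairs between groups and the r of HS sample 1 with LS samples 1 and 3, 0.951 and 0.949, the lowest of all 15 pairs. This argues against a swap as the source of the resemblance. The correlation was highest in 10 of 11 settings, and 0.03 under normexp. Position on the slide stays open, since the 2 arrays had the same position and the arrays at each of the 3 positions deviated together, with a lowest correlation of 0.232. Pairs at different positions correlated at -0.55 to 0.45. The highest of these, HS sample 3 with LS sample 3, lay above the 0.31 and 0.23 of 2 same-position pairs. The correlations are also not independent, because deviations cancel out within a group, so they do not decide on position.

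The higher immune lists were weighed against technical and cellular sources. Dimmer HS arrays alone do not account for them, as the genes of the 3 immune lists lay 0.28 above genes of the same mean signal. A list of 14 macrophage markers had a median log2 fold change of 0.89, with 12 genes above 0 and a camera adjusted p of 2.5e-10. Fry gave 0.336 and the estimated correlation 0.657. The list's median deviation from the mean of the 6 arrays was -0.13, 0.64 and 0.83 in HS samples 1, 2 and 3. It was -0.38, -0.46 and -0.49 in LS samples 1, 2 and 3. More macrophages are a possible source in HS samples 2 and 3, and less clearly in HS sample 1. Of these 14 genes, 11 are also in the immune lists, so this is not independent of them. The most abundant, Lgals3, rose by 0.46 and Lyz2 by 0.63, while Csf1r was -0.50 and Cd68 -0.20. B cell markers had a median of -0.20 over 7 genes, which decides nothing. Erythroid markers had a median of -1.08, with 0 of 6 above 0, which argues against blood left in the HS samples. The slide stays open for all of these.

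Of the other cell type lists, only fibroblast had a camera adjusted p under 0.05 (0.0491), with a median log2 fold change of 0.07 and 5 of 10 genes above 0. It was 0.0893 with the array position block, chosen after the data were seen, 0.160 with quantile normalization, 0.682 under fry and 0.976 with the estimated correlation, so no change in fibroblasts is claimed. The values were 0.946 for cardiomyocyte, smooth muscle and pericyte, neutrophil, B cell, T and NK cell and adipocyte, 0.429 for atrial myocardium, endothelial and erythroid, and 0.465 for skeletal muscle. The extracellular matrix list had a median of 0.27 and a camera adjusted p of 7.6e-06, and the hypertrophy list 0.28 and 0.00201; neither passed under fry (0.514 for both), the estimated correlation (0.418 for both) or normexp (0.134 and 0.97998). Without HS replicate 2 their medians were -0.05 and -0.04, with camera adjusted p values of 0.0171 and 0.110. Cardiac muscle contraction, mitochondrial fission and fusion and the anti-apoptotic Bcl2 family had 0.512, and the pro-apoptotic Bcl2 family 0.0663. With quantile normalization the pro-apoptotic list had a camera adjusted p of 0.0430, a median of 0.41 and 10 of 11 genes above 0. It did not pass under fry (0.514), the estimated correlation (0.418) or the array position block (0.135), so no change in it is claimed.

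Sensory receptor genes, which lay lower in the HS samples, had a median 0.47 below genes of the same mean signal (-0.4692). The 3001 probes below background on all 6 arrays had a median log2 fold change of -0.01. With probes well above background on all 6 arrays, sensory receptors made up 10.4% of the lower genes, against 2.05% of the genes tested there. With the offset of 16 the share was 11.0%. With the normexp correction it was 0.602%, and 0.543% to 1.52% with each sample left out, against 3.01% of all tested genes. The normexp correction added 50 to each signal before log2, which shrinks changes in dim genes, so its low share cannot decide the question. Signals near background could still account for the pattern and cannot be told apart from a change in these genes.

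Other splits of the 6 arrays into 3 and 3 cannot exclude chance for any result, since 10 splits cannot give a share under 0.1. Only 1 split, the real one, reached 1267 genes at an adjusted p under 0.05, 8 lists of Figure 7D, or the difference of 0.0084 in mean r. The 3 immune lists were reached by 3 splits, the single receptor list by 8, and the share of sensory receptors by 2.

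The paper measured BNP and TIMP1 by real-time PCR, a separate assay. On the arrays, Nppb, the BNP gene, had a log2 fold change of -0.09 (standard error 0.18, limma adjusted p = 0.828) and overlapped between groups. Timp1 had 1.16 (standard error 0.35, limma adjusted p = 0.114), with every HS sample above every LS sample, and 0.89 without HS replicate 2.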
